A study of Mus musculus with 6 samples. Its data were reported in "ER, Mitochondria, and ISR Regulation by mt‐HSP70 and ATF5 upon Procollagen Misfolding in Osteoblasts" (2022).

How the data were processed

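RNA was measured in frozen sections of the proximal tibia (growth plate and adjacent trabecular bone) from mice of 4.5 weeks that were heterozygous for the G610C substitution of collagen α2(I) (Het, 3 animals) or wild type (WT, 3 animals). Each animal gave 1 library on a Visium capture area, a glass slide with a lattice of round spots whose barcoded primers capture the 3' ends of polyadenylated RNA from the tissue lying on them. Genotype, tissue and age were taken from the sample labels. According to the study's methods, the Het animals were given vehicle and most of the WT animals were given 4PBA (4-phenylbutyrate, a chemical chaperone). The labels do not say which WT libraries those are, so treatment entered no test.

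The deposited matrices hold raw UMI counts (distinct captured RNA molecules) per gene and spot, which the authors made with Space Ranger, 10x Genomics' program for alignment and counting, on the mouse genome build mm10. The spots are those Space Ranger placed under tissue. No normalization, filter on quality or pooling of libraries had been applied to the deposited counts. The barcode, gene and spot position tables were used to label the counts. The images' scale factors were not used. The notes deposited with the files give no thresholds for choosing spots. Of the 32285 gene identifiers, 32158 were found in the GENCODE annotation of the same genome build, and 127 were not. Identifiers were kept apart where 2 of them share a symbol, which applied to 40 symbols.

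Spots were kept when they held at least 500 genes and less than 10% mitochondrial UMIs, the limits of the study's methods. Osteoblast-enriched spots had Col1a1 at 0.75% of UMIs or more, at least 1 UMI of Ibsp, at least 1 UMI of Runx2 or Sp7, Col2a1 below 0.15% and Col10a1 below 0.03%. Both cartilage limits are the study's. Hypertrophic-enriched spots had Col10a1 at 0.3% or more, and cartilage spots had Col2a1 at 0.5% or more with Col10a1 below 0.3%. Remaining spots met both cartilage limits but not the osteoblast rule. A comparison needed at least 20 such spots in every library. The spots of 1 animal are not independent replicates, so UMIs were summed over the chosen spots of each library, and the library was the unit of every test. A spot can cover several cells of different types.

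Summed counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, quasi-likelihood F-test, two-sided), and genes with a Benjamini-Hochberg adjusted p below 0.05 were called. Log2 fold changes are edgeR's, at its default prior count. Their standard errors (SE) were computed as the absolute log2 fold change over the square root of F. A prior count of 2 served for log CPM in the principal components and in differences between kinds of spot. Levels are given as edgeR's TMM-scaled CPM (UMIs of a gene relative to the scaled library total) with the SD over 3 libraries. The 6 genes that choose spots (Col1a1, Runx2, Sp7, Ibsp, Col2a1 and Col10a1) were left out of the calls. Het was compared with WT in each kind of spot. Interaction models with the library as a block tested whether the Het effect differed between osteoblast-enriched and hypertrophic-enriched spots, and between spots rich and poor in Col1a1, parted at each library's median share of Col1a1 among osteoblast-enriched spots. Osteoblast-enriched spots were compared with remaining spots within the WT libraries in the same way. The share of osteoblast-enriched spots and the levels of Col1a2 were compared with exact permutation tests, two-sided, for which 3 against 3 libraries give no p below 0.1.

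Of the gene lists fixed before the data were examined, 34 had at least 5 tested members and were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists, with the estimated correlation beside it. Where fry is given, it tests whether a list's members move one way on balance, not against other genes. They cover the genes named in the study's text, the integrated stress response (ISR) with targets of ATF4, the unfolded protein responses of the endoplasmic reticulum (ER) and of mitochondria, NF-kappaB targets, heat shock, collagen machinery, bone matrix, osteoblast maturation, osteocytes, osteoprogenitors, Wnt and IGF signalling, p53 targets, the cell cycle, nuclear and mitochondrial genes of oxidative phosphorylation, glycolysis and hypoxia, immediate early genes, interferon response and cholesterol synthesis. The others hold markers of hypertrophic and of other chondrocytes, osteoclasts, neutrophils, monocytes and macrophages, erythroid, B lineage and megakaryocyte cells, endothelium, adipocytes, skeletal muscle, periosteal fibroblasts and tendon, and smooth muscle. A list's level in a library is the median over its members of log2 CPM (with 0.5 added), centred per gene on the 6 libraries.

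The genes to name were also set by a rule fixed before the data were examined. It takes the genes of the study's text, and up to 10 called genes with the largest rise and the largest fall among those with no overlap between the groups and an average of at least 20 CPM. Where fewer than 5 genes were called, it takes the 5 up and 5 down with the smallest p, stated as not passing. It also takes 2 to 4 members of each list with the smallest p. Clone names, predicted genes and pseudogenes were counted and not named.

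The procedure was tested on simulated counts with the depth and spread of these libraries, in 4 draws with 200 changed genes each. In osteoblast-enriched spots, 93% of 4-fold changes and 44.2% of 2-fold changes were called, and 8.5% of the calls were false, above the 5% aimed at. In the other Het comparisons the recovered share of 2-fold changes lay between 18.8% (remaining spots) and 39.5% (hypertrophic-enriched spots), and false calls between 7.55% and 8.71%. The adjusted threshold is less strict when many genes change. Only 20 genes were called in the real osteoblast-enriched spots, so these shares may overstate what was recovered there. With no gene changed, no list was called in the first draw, the only draw used for lists. Simulated genes were drawn independently, so this does not show how correlated genes affect the list test. In the real libraries, splits that mix the genotypes called 7 to 15 lists.

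Alternatives fixed before the data were examined were DESeq2 1.42.0, scaling by total UMIs, no filter on low counts, leaving out each library, the first code of the sample titles as a block, other osteoblast rules, no quality filter, a mean over spots with limma, and libraries thinned to 1154069 UMIs. Settings added later are named as such in the closing section, which gives their effects. The block stands for a possible batch: code SL holds Het replicate 1, code 1 holds Het replicate 2 with WT replicates 1 and 2, and code 2 holds Het replicate 3 with WT replicate 3. What the codes stand for is not stated. Het replicate 1 is alone in its code, so with the block it adds nothing to the estimated genotype effect. Figures and tables used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.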

Results

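The 6 libraries held between 4688916 UMIs in Het replicate 1 and 21672838 in WT replicate 1. The other totals were 18036113 for Het replicate 2, 19273220 for Het replicate 3, 19652762 for WT replicate 2 and 11363843 for WT replicate 3. Het replicate 1 also covered the fewest spots, 818 against 2211 to 2814 in the others. Mitochondrial genes took 17.3% of the UMIs of WT replicate 1 and 7.32% to 9.44% of the others. After the quality filter, 477, 2385 and 2314 Het spots and 1312, 1841 and 1662 WT spots were left. Osteoblast-enriched spots numbered 94, 262 and 627 in Het and 231, 239 and 235 in WT, with 1154069 to 6584918 UMIs per library. In these spots the first principal component took 51.0% of the variance and separated Het replicate 1, at 63.9, from the others, between -18.0 and -4.18. Replicates differed by more than counting error, with a chi-square per degree of freedom of 7.26 to 15.1. Xist was at 124 to 211 CPM in all 6 libraries, and 4 Y-linked genes together gave 2 to 13 UMIs. Every library thus looks female, and sex did not differ between the groups.

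The mutation lies in Col1a2, which encodes the α2 chain of type I collagen (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544, mm10). In osteoblast-enriched spots its transcript was at 64445, 58282 and 57813 CPM in the Het libraries (mean 60180 ± 3701, SD, n = 3). In the WT libraries it was at 46788, 69167 and 87270 CPM (67742 ± 20279). The groups overlapped (exact permutation p = 0.7). Exact permutation p was 0.3 in hypertrophic-enriched spots, 0.2 in cartilage spots and 0.6 in remaining spots. The captured 3' end does not show the substitution, so these levels do not test the genotype labels.

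Osteoblast-enriched spots made up 19.3% ± 8.06 (SD, n = 3) of the quality-passing spots in Het and 14.9% ± 2.41 in WT. The difference of 4.35 percentage points was smaller than the spread between Het libraries (exact permutation p = 0.5, and the design allows no p below 0.1). It was 0.436 without Het replicate 3 and 8.49 without Het replicate 2. The share depends on which parts of the section were on the slide as well as on the tissue.

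To describe what the chosen spots hold, osteoblast-enriched spots were compared with remaining spots of the same sections in WT. Of 11114 genes, 1338 were higher and 1224 lower in osteoblast-enriched spots, and 42 of the called genes had clone or predicted names. Transcripts of bone-forming cells were enriched beyond the genes used for choosing: 24 of 25 osteoblast maturation genes, 24 of 27 bone matrix genes and 27 of 32 genes of the collagen machinery were higher. The largest rises were in Irx5, a homeobox transcription factor (log2 fold change 2.84 ± 0.32, SE), Insc (2.39), Ano1 (2.36), Lgr4, a receptor for R-spondins (2.35), Prss35 (2.34), Ptn (2.27), Fat3 (2.25), Ust (2.16), Col13a1 (2.15) and Cgref1 (2.15). Hypertrophic chondrocyte markers (7 of 7), osteoclast markers (9 of 12), osteocyte markers (9 of 13), Wnt signalling genes (12 of 22) and endothelial markers (10 of 15) were also higher. Blood cell transcripts were depleted, with 15 of 15 erythroid, 16 of 16 neutrophil, 15 of 16 B lineage and 9 of 10 megakaryocyte markers and 25 of 27 cell cycle genes lower. The largest falls were in Cfd, an adipocyte serine protease (-2.15 ± 0.28), Ache (-1.96), the platelet receptor subunits Gp6 (-1.95), Gp5 (-1.91) and Itga2b (-1.79), Ypel4 (-1.83), Mrvi1 (-1.83), Pram1 (-1.80), Pdzk1ip1 (-1.76) and Tmcc2 (-1.75). Among the genes of the study's text, Creb3l1 (1.77) and Nupr1 (1.78) were higher and Ddit3 lower (-0.66, adjusted p = 0.045). In the Het libraries, 3361 genes passed, 2005 of them also called in WT.

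The central comparison asks whether Het osteoblasts in the tissue show the ISR, the program that follows phosphorylation of eIF2α and is carried by the transcription factor ATF4, and whether it comes with the unfolded protein response of the ER. In osteoblast-enriched spots 15 genes were higher and 5 lower in Het out of 11868 tested. For each, all 3 Het libraries lay on one side of all 3 WT libraries. Chance gives this for 10% of genes taken without regard to their values. Genes called on the same libraries tend to part this way, so the separation adds no support. Of the 15 higher genes, 9 were on the list of ISR genes and ATF4 targets. Asns, asparagine synthetase (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254), was at 94.3 ± 24.0 CPM in Het and 24.2 ± 3.59 in WT (log2 fold change 1.93 ± 0.23, adjusted p = 0.0079). Psat1 of serine synthesis rose by 1.28 ± 0.18 (adjusted p = 0.019), and the mitochondrial folate enzymes Mthfd2 and Aldh1l2 by 1.18 ± 0.15 (adjusted p = 0.014) and 1.25 ± 0.19 (adjusted p = 0.033). Pck2, the mitochondrial phosphoenolpyruvate carboxykinase, which is not on the list, rose by 1.03 ± 0.16 (adjusted p = 0.033).

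Atf5, a transcription factor related to ATF4 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658), was at 176 ± 36.3 CPM in Het and 40.6 ± 14.6 in WT (2.12 ± 0.27, adjusted p = 0.010). Trib3, a pseudokinase that restrains ATF4 and CHOP (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032), was at 22.1 ± 1.73 and 2.26 ± 1.30 CPM (3.40 ± 0.37, adjusted p = 0.0054). Chac1, an enzyme that degrades glutathione (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381), was at 37.1 ± 13.0 and 3.49 ± 0.682 CPM (3.45 ± 0.32, adjusted p = 0.0039). Of the called genes below 20 CPM, outside the rule for naming and chosen after their values were seen, Slc7a3, a transporter of cationic amino acids (4.26 ± 0.43), and the stress-induced cytokine Gdf15 (3.36 ± 0.39) are on the list as well. Within title code 1 the log2 differences were 2.64 for Atf5, 3.56 for Trib3, 1.94 for Asns and 3.05 for Chac1. Within code 2 they were 1.25, 2.61, 1.72 and 3.63.

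**Figure D1:**
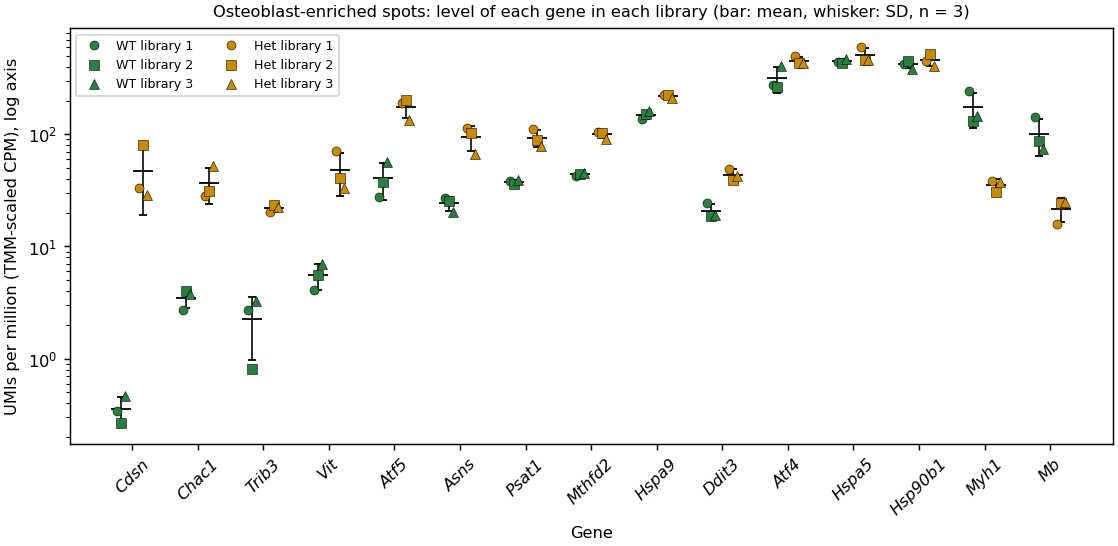
Level of 15 genes in osteoblast-enriched spots (vertical axis, TMM-scaled CPM on a log axis) in each Het and WT library (points), with the mean (bar) and SD (whisker, n = 3). For Chac1, Trib3, Atf5, Asns, Psat1 and Mthfd2 all 3 Het points lie above all WT points, and for Myh1 and Mb below, while those of Hspa5 (506 ± 80.1 and 447 ± 19.6 CPM) and Hsp90b1 overlap.

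Matrix and epithelial genes were also among the rises. Cdsn encodes corneodesmosin, an adhesion protein of cornified epidermis (ENSMUSG00000039518, chromosome 17, 35552128 to 35557180). It gave 470 UMIs over the Het libraries and 3 over the WT libraries, a ratio of 129 per UMI sequenced (counting interval 43.7 to 626). Each WT library held 1 of these UMIs and the Het libraries 38, 236 and 196 (log2 fold change 6.98 ± 0.65, adjusted p = 0.0039). Vit, which encodes the matrix protein vitrin, was at 48.4 ± 20.2 and 5.57 ± 1.47 CPM (3.06 ± 0.34, adjusted p = 0.0054). Col15a1, a collagen of basement membrane zones, was at 138 ± 23.4 and 54.8 ± 5.33 CPM (1.32 ± 0.18, adjusted p = 0.017). Avil, an actin-binding protein, and the peptide hormone gene Adm2, both below 20 CPM and chosen after their values were seen, had 149 against 4 and 91 against 2 UMIs. The ratios were 30.6 (counting interval 11.7 to 114) and 37.4 (10.0 to 313). The intervals cover counting error only.

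The 5 lower genes are transcripts of striated muscle. Myh1, a fast myosin heavy chain (ENSMUSG00000056328, chromosome 11, 67200052 to 67224575), was at 35.6 ± 4.27 CPM in Het and 173 ± 59.9 in WT (-2.29 ± 0.25, adjusted p = 0.0054). Mb, myoglobin, changed by -2.16 ± 0.28 (adjusted p = 0.011) and Cox7a1, the muscle isoform of a cytochrome c oxidase subunit, by -1.44 ± 0.21 (adjusted p = 0.027). Actn2 (-2.12) and Mybpc1 (-2.04) were below 20 CPM on average. The fixed muscle list took 0.264% ± 0.172 of the UMIs of these spots in Het and 0.486% ± 0.137 in WT. Within title code 1 the differences were -2.52 for Myh1 and -2.17 for Mb, and within code 2 they were -1.96 and -1.54. Without spots in which muscle genes took 0.5% of UMIs or more, a setting added after seeing the data, all 15 rises were called and none of the falls, though Myh1 (-1.87) and Mb (-2.05, adjusted p = 0.41 for each) stayed about as low.

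At an unadjusted p below 0.05, 272 genes were higher and 240 lower, and DESeq2 called 23 and 8. Cdsn and Chac1 passed whichever library was left out. The number of called genes then ranged from 4 to 21, with 6 without WT replicate 1, 6 without WT replicate 2, 10 without WT replicate 3 and 4 without Het replicate 2. Only 4 rises were called without WT replicate 1 and 4 without Het replicate 2. Most of Slc7a3, Gdf15, Avil and Adm2 therefore lost their call in each of these fits. Trib3 missed the threshold without Het replicate 2 (adjusted p = 0.054) and Atf5 without WT replicate 1 (0.054), WT replicate 2 (0.12) or Het replicate 2 (0.073). Asns missed it without any 1 of the WT libraries or Het replicate 2 (0.052 to 0.082), and so did Col15a1, Psat1, Aldh1l2, Mthfd2 and Pck2 (0.078 to 0.27), Pck2 also without Het replicate 3 (0.084). Vit missed it without WT replicate 1 (0.052) or 2 (0.069), Myh1 without Het replicate 2 (0.068), Mb without WT replicate 2 (0.058) or Het replicate 2 (0.10), and Cox7a1 without any 1 library but Het replicate 1 (0.082 to 0.22). With the title code as a block, a fit to which Het replicate 1 adds nothing on genotype, 13 genes were called up and 2 down. Aldh1l2 (1.26, adjusted p = 0.051), Pck2 (1.04, 0.060) and Cox7a1 (-1.38, 0.12) were among those that missed the threshold, with further muscle genes.

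Of the 17 genes that the study's text names, Trib3, Atf5 and Asns were called over all genes. Adjusted over the list alone, 7 passed. The list mostly follows the study's account of these same libraries, so neither that count nor the list's test is independent evidence of their direction. The list as a whole rose, with 16 of 17 genes positive, a median log2 fold change of 0.55 and camera adjusted p = 2.1e-27 (0.020 with an estimated correlation). Among those not called, Ddit3, which encodes CHOP, was at 43.6 ± 5.19 CPM in Het and 20.8 ± 3.19 in WT (1.05 ± 0.19, adjusted p = 0.10). It passed with DESeq2 (adjusted p = 0.047). Cyb5r1 was at 72.4 ± 16.0 and 34.9 ± 2.40 CPM (1.04 ± 0.20, adjusted p = 0.15). Hspa9, the mitochondrial HSP70 (ENSMUSG00000024359, chromosome 18, 34937414 to 34954357), was at 219 ± 6.33 and 149 ± 11.8 CPM, with no overlap between the groups (0.56 ± 0.15, adjusted p = 0.72). Atf4 (0.52 ± 0.21) and Eif4ebp1 (0.57 ± 0.18) also had no overlap (adjusted p = 0.999 for each). Gpt2 (0.64), Creb3l1 (0.55), Shmt2 (0.45), Nupr1 (0.31) and Eif3c (0.24) overlapped between groups. Hspa5, which encodes the ER chaperone BiP (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547), was at 506 ± 80.1 CPM in Het and 447 ± 19.6 in WT (0.18 ± 0.18, adjusted p = 0.999). Atf6 (0.18 ± 0.16), Hsp90b1 (0.11 ± 0.17) and Trap1 (-0.17 ± 0.18) likewise overlapped.

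**Figure D2:**
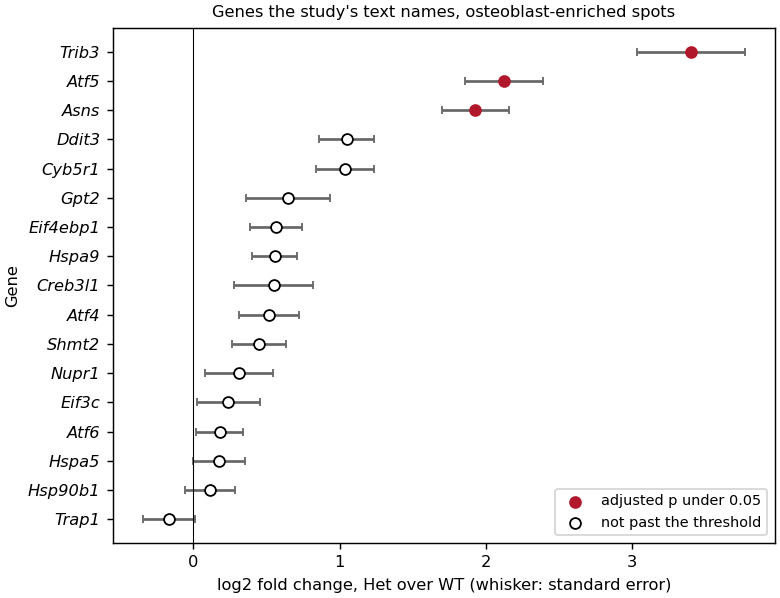
Log2 fold change, Het over WT, in osteoblast-enriched spots (horizontal axis) for the 17 genes the study's text names, with the standard error (whisker) and filled points for an adjusted p below 0.05. Trib3 (3.40), Atf5 (2.12) and Asns (1.93) pass, and Hspa5, Hsp90b1, Atf6 and Trap1 lie between -0.17 and 0.18.

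The ISR list was tested against the other genes in the same spots. It rose, with 41 of 44 members positive, 9 called over all genes, 24 adjusted over the list alone and a median log2 fold change of 0.56 (camera adjusted p = 5.6e-65, 0.020 with an estimated correlation). By fry, which asks only whether the members move one way on balance and not against other genes, p was 0.013. It shares 7 members with the list of genes from the study's text. The library medians were 0.41, 0.42 and 0.20 in Het and -0.35, -0.35 and -0.25 in WT (exact permutation p = 0.1, the smallest possible). The difference of library medians was 0.77 within title code 1 and 0.46 within title code 2. Of the 37 ER unfolded protein response genes, none was called and 24 were positive (median 0.11). The list was called with the preset correlation (adjusted p = 0.043) and not with the estimated one (adjusted p = 0.46), and without any 1 library but WT replicate 2 it missed the threshold (0.050 to 0.15). Its members with the smallest p were Ern1 (0.79 ± 0.22), Dnajb9 (0.66 ± 0.24), Fkbp11 (0.46 ± 0.19) and Sdf2l1 (-0.61 ± 0.25), none of which passed over all genes. The mitochondrial unfolded protein response list did not pass (22 genes, median -0.04, adjusted p = 0.98), with Hspa9 at 0.56 and Ubl5 (-0.41), Afg3l2 (-0.28) and Hspe1 (-0.31) below 0. Neither did heat shock genes (15 genes, adjusted p = 0.054) or NF-kappaB targets (22 genes, adjusted p = 0.28).

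**Figure D3:**
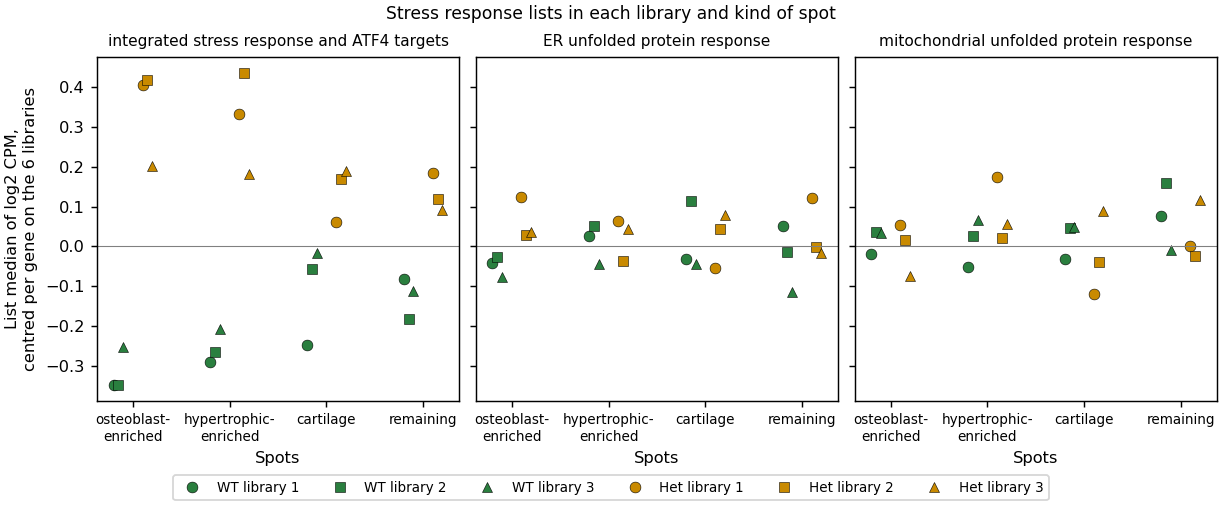
Median log2 CPM of the members of 3 stress response lists, centred per gene on the 6 libraries (vertical axis), in each library (points) and kind of spot (horizontal axis). For the integrated stress response all Het points lie above all WT points in each kind of spot, at 0.20 to 0.42 against -0.35 to -0.25 in osteoblast-enriched spots.

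Of the 34 lists, 16 were called with the preset correlation, 8 up and 8 down, and only the ISR list and the list from the study's text remained with an estimated correlation. Among genes of bone, the bone matrix list was called up (27 genes, median 0.35, adjusted p = 5.3e-06, 0.52 with an estimated correlation), with Col15a1 the only member called over all genes and Col6a2 at 0.71 ± 0.19. The collagen machinery was called up (32 genes, median 0.15, adjusted p = 0.0016, 0.58 with an estimated correlation), with P4ha2 at 0.65 ± 0.22 and Lman1 at 0.51 ± 0.20. Osteoblast maturation genes (25 genes, adjusted p = 0.27), osteocyte markers (13 genes, 0.93), osteoprogenitor markers (15 genes, 0.28), Wnt signalling (25 genes, 0.28) and IGF signalling (14 genes, 0.082) did not pass. Nuclear genes of oxidative phosphorylation were called down (38 genes, 35 negative, median -0.20, adjusted p = 8.4e-05, 0.58 with an estimated correlation), as were cell cycle genes (27 genes, adjusted p = 0.0016, 0.59) and cholesterol synthesis (19 genes, adjusted p = 0.011, 0.58). The p53 targets were called up (19 genes, adjusted p = 0.049, 0.46 with an estimated correlation). With 1 library left out, cell cycle genes pointed up without WT replicate 1 (adjusted p = 0.72) and missed the threshold without Het replicate 3 (0.22). The collagen machinery missed it without WT replicate 1 (0.34), oxidative phosphorylation without WT replicate 2 (0.058), cholesterol synthesis in 4 of the 6 fits (0.058 to 0.16) and p53 targets in 5 (0.054 to 0.15). Mitochondrially encoded genes (13 genes, adjusted p = 0.15), glycolysis and hypoxia (22 genes, 0.073), immediate early genes (17 genes, 0.28) and interferon response (17 genes, 0.23) did not pass.

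Several lists of markers of other cell types were called in the same spots with the preset correlation, and none with the estimated one. Splits that mix the genotypes called 7 to 15 lists, against 16 for the real split. These calls are therefore weak evidence of a difference between the genotypes. Skeletal muscle markers were called down, with 15 of 15 negative and 2 called (median -0.98, adjusted p = 5.4e-20, 0.34 with an estimated correlation). B lineage markers were called down (16 genes, median -0.52, adjusted p = 3.6e-09, 0.46 with an estimated correlation), as were osteoclast (13 genes, adjusted p = 0.0041, 0.58), megakaryocyte (8 genes, 0.013, 0.59) and neutrophil markers (16 genes, 0.035, 0.66). Without WT replicate 1, neutrophil markers were called up (adjusted p = 0.049) and megakaryocyte markers pointed up (0.86). Neutrophil markers missed the threshold without Het replicate 2 (0.36), and osteoclast markers without WT replicate 2 (0.57) or Het replicate 3 (0.11). Periosteal fibroblast and tendon markers were called up (14 genes, median 0.60, adjusted p = 1.3e-06, 0.46 with an estimated correlation), as were smooth muscle markers (8 genes, 0.022, 0.52), which missed the threshold in 3 of the 6 fits with a library left out (0.087 to 0.20). Markers of hypertrophic (7 genes, adjusted p = 0.15) and other chondrocytes (16 genes, 0.14), monocytes and macrophages (15 genes, 0.45), erythroid cells (15 genes, 0.14), endothelium (15 genes, 0.93) and adipocytes (8 genes, 0.22) did not pass. For monocytes and macrophages and for endothelium the test pointed up while the medians were -0.03 and -0.04, and for osteocytes it pointed down while the median was 0.01.

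Hypertrophic chondrocytes are the other cells in which the study discusses stress from the mutation. Col1a1 took 6.93% to 9.32% of the UMIs of hypertrophic-enriched spots, against 7.40% to 12.1% in osteoblast-enriched spots. Cells other than chondrocytes can therefore contribute there. In hypertrophic-enriched spots (39 to 225 spots and 249555 to 1369874 UMIs per library) 2 of 7864 genes were called, both higher in Het. Atf5 was at 140 ± 33.9 CPM in Het and 47.6 ± 8.58 in WT (1.62 ± 0.24, adjusted p = 0.031). Cdsn, named after its value was seen, was at 25.4 ± 6.62 and 2.18 ± 0.656 CPM (3.49 ± 0.51, adjusted p = 0.031). Not passing were Asns (1.51 ± 0.25, adjusted p = 0.071), Trib3 (3.14 ± 0.58, 0.14), Psat1 (1.33 ± 0.25, 0.14), Phgdh (1.10, 0.32) and Aldh1l2 (1.03, 0.69). Also not passing were the muscle genes Myh1 (-2.18, 0.14), Mb (-2.78), Cox6a2 (-1.95) and Tpm2 (-1.54, each 0.31) and Mgst3 (-1.57, 0.50). Hspa9 was at 0.63 ± 0.19 and Hspa5 at 0.14 ± 0.20. The ISR list was called up with 32 of 39 members positive (adjusted p = 1.9e-19, 0.065 with an estimated correlation), and the ER unfolded protein response was not (adjusted p = 0.65). Muscle markers were called down (median -1.36, adjusted p = 8.3e-31, 0.22 with an estimated correlation). At an unadjusted p below 0.05, 311 genes differed, and DESeq2 called 2 up and 1 down. Neither gene passed without any 1 of the WT libraries or Het replicate 2, Cdsn did not without Het replicate 1, and 4 genes passed without Het replicate 3.

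In cartilage spots, chosen for Col2a1, 1 of 10896 genes was called. Col1a1 took 5.36% to 7.26% of the UMIs of these spots and Col2a1 1.22% to 1.79%. Cells other than chondrocytes can therefore contribute to the values below. Cdsn was at 17.5 ± 5.56 CPM in Het and 0.949 ± 0.887 in WT (4.34 ± 0.53, adjusted p = 0.022) and was named after its value was seen. Not passing were Col14a1 (2.14 ± 0.37, adjusted p = 0.17), Atf5 (1.22 ± 0.21, 0.17), Tppp3 (1.56), Asns (1.10 ± 0.20, each 0.19) and Itih5 (1.31, 0.54). On the lower side, Ckmt2, the sarcomeric mitochondrial creatine kinase (-2.80 ± 0.44, 0.12), Myh1 (-2.15, 0.19), Mb (-2.19, 0.37), Cox7a1 (-1.61) and Actn2 (-1.59) did not pass either. The ISR list was called up with 33 of 41 members positive (median 0.24, adjusted p = 4.3e-11, 0.16 with an estimated correlation). Muscle markers (median -0.94, adjusted p = 2.4e-17, 0.40 with an estimated correlation) and nuclear genes of oxidative phosphorylation (median -0.29, adjusted p = 6.5e-09, 0.48) were called down. Adipocyte markers were called up (8 genes, median 0.83, adjusted p = 6.0e-06, 0.16 with an estimated correlation). At an unadjusted p below 0.05, 271 genes differed, and DESeq2 called 5 up and 2 down. The call was lost without any 1 of the WT libraries or Het replicate 2, and 4 genes passed without Het replicate 3.

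Remaining spots, which hold marrow and connective tissue, differed mainly in genes of dense connective tissue. These spots numbered 55 (WT replicate 2) to 229 (WT replicate 1) per library, with 307286 to 1147206 UMIs. Col1a1 took 2.20% (WT replicate 1) to 5.73% (Het replicate 1) of their UMIs. How much connective tissue each section held was not measured. Of 9281 genes, 5 were higher and 2 lower in Het. Tnxb, which encodes tenascin-X, was at 83.2 ± 34.0 CPM in Het and 6.42 ± 3.70 in WT (3.62 ± 0.45, adjusted p = 0.024). Thbs4, a thrombospondin of tendon (3.33 ± 0.47, adjusted p = 0.024), Col14a1, a collagen on fibril surfaces (3.29 ± 0.48, 0.026), Sod3, the extracellular superoxide dismutase (2.82 ± 0.44, 0.043) and Ssc5d (2.79 ± 0.44, 0.043) rose with it. The periosteal fibroblast and tendon list was called up with 12 of 12 members positive (median 2.51, adjusted p = 1.5e-44, 0.14 with an estimated correlation), and its library medians were 0.72 to 1.75 in Het and -1.39 to -0.66 in WT. Ckmt2 (-2.59 ± 0.36, adjusted p = 0.024) and Myh1 (-2.27 ± 0.30, 0.024) fell, while the muscle list took 0.128%, 0.448% and 2.10% of UMIs in Het replicates 1 to 3 (mean 0.890%, and 0.288% without replicate 3) and 0.883% ± 0.405 in WT. Among the genes of the study's text, Atf5 was at 1.39 ± 0.30 (adjusted p = 0.13) and Atf6 at -1.03 ± 0.31 (0.54), and the ISR list was called up (31 of 39 positive, adjusted p = 1.7e-04, 0.14 with an estimated correlation). At an unadjusted p below 0.05, 464 genes differed, and DESeq2 called 27 up and 3 down. No gene passed without any 1 of the WT libraries or Het replicate 2, whereas 25 passed without Het replicate 1 and 37 without Het replicate 3.

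Whether the Het effect differed between osteoblast-enriched and hypertrophic-enriched spots was tested directly. Both kinds of spot hold much Col1a1 RNA, so the test does not compare pure cell types. A lack of calls does not show that the cell types respond alike. No gene of 10735 passed in edgeR or in limma, and 662 had an unadjusted p below 0.05 (312 higher and 350 lower). For Atf5 the difference of the log2 fold changes was 0.54 ± 0.22 (adjusted p = 0.74), for Asns 0.33 ± 0.27 (0.93), for Hspa9 -0.06 ± 0.16 (0.99) and for Hspa5 0.04 ± 0.14. The genes with the smallest p, not passing, were Vit (2.05 ± 0.39, adjusted p = 0.12), Cdkn1a (0.76), Myh4 (0.82), Sema4c (0.94) and Fam78b (1.11) on the higher side. Bcl2l1 (-1.10 ± 0.26, adjusted p = 0.28), Spib (-1.27), Ighm (-0.91), Mki67 (-0.87) and Hba-a2 (-0.82) were on the lower side. Markers of erythroid cells (adjusted p = 1.1e-14), B lineage cells (2.1e-08) and neutrophils (3.2e-08) and cell cycle genes (1.1e-08) were called lower, with 0.27 for each with an estimated correlation. The collagen machinery (2.1e-08, 0.27 with an estimated correlation), muscle markers (5.2e-10, 0.38) and the ISR list (0.018, 0.27) were called higher. Without WT replicate 3, 3 genes passed.

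The study related the response to the level of Col1a1 in single cells, which raised the same question for spots. Between osteoblast-enriched spots rich and poor in Col1a1, the Het effect differed for 29 of 11335 genes, 2 higher and 27 lower in the rich spots. The transporters Slc7a5, for large neutral amino acids, and Slc6a9, for glycine, both on the ISR list, had larger Het effects in rich spots. For Slc7a5 the log2 fold change was 0.18 ± 0.45 in poor spots and higher by 1.41 ± 0.23 in rich spots (adjusted p = 0.0022). For Slc6a9 it was 0.13 ± 0.25 in poor and 1.18 ± 0.26 in rich spots (difference 1.12 ± 0.24, adjusted p = 0.042). Not passing were Hspa9 (0.85 ± 0.17 in rich and 0.19 ± 0.18 in poor spots, adjusted p = 0.072), Cyb5r1 (difference 0.95, 0.074), Shmt2 (0.75, 0.12) and Asns (0.92, 0.18). Creb3l1 (-0.46 ± 0.14, adjusted p = 0.28) and Nupr1 (-0.20, 0.87) went the other way without passing, and Hspa5 was at 0.17 (0.89). The lower genes included Igfbp6 (-2.72 ± 0.57), Fndc1 (-2.39), and the muscle genes Ldb3 (-2.02), Myoz1 (-1.96), Tnnc2 (-1.85), Myh4 (-1.83 ± 0.25), Pvalb (-1.79), Ckm (-1.72) and Ttn (-1.72). In all, 12 of the 15 muscle list members were called.

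The ISR list had a larger Het effect in Col1a1-rich spots (adjusted p = 7.9e-11, 0.12 with an estimated correlation, and 0.069 by fry for a shift of the members themselves). Its rich minus poor difference was 0.37, 0.41 and 0.23 in the Het libraries and -0.22, -0.05 and -0.20 in the WT libraries (exact permutation p = 0.1). Osteoblast maturation genes went the other way (adjusted p = 1.6e-11, 0.12 with an estimated correlation), as did the collagen machinery (2.1e-10, 0.13), bone matrix (9.7e-25, 0.14), tendon and periosteal markers (2.5e-16, 0.13) and muscle markers (2.2e-63, 0.12). Rich and poor were less far apart in Het, where Col1a1 was 2.22 to 2.41 times as high in rich spots, against 2.86 to 3.27 times in WT. This was not accounted for and bears on the genes that follow Col1a1. At an unadjusted p below 0.05, 272 genes were higher and 550 lower. Comparing the lowest with the highest of 3 equal parts left 1 gene, and spots poor in muscle RNA left 8, of which 4 were among the 29. Without Het replicate 2 no gene passed, and 18 did without WT replicate 1, 52 without WT replicate 2 and 64 without WT replicate 3. Slc7a5 missed the threshold without Het replicate 2 (adjusted p = 0.056) or Het replicate 3 (0.088). Slc6a9 missed it with 3 equal parts (0.067), with spots poor in muscle RNA (0.31) and without any 1 library but WT replicate 3 (0.060 to 0.22).

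**Figure D4:**
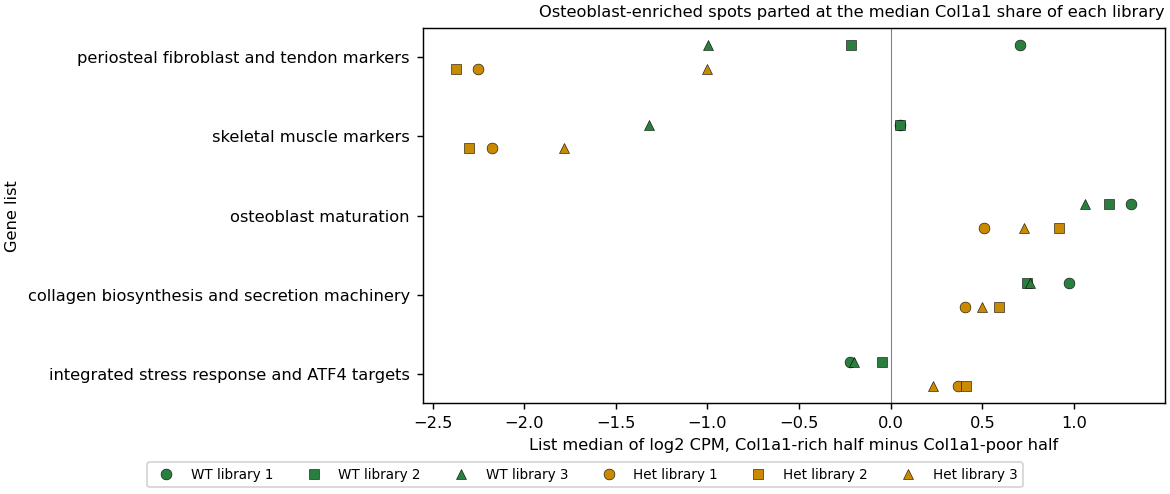
Difference between Col1a1-rich and Col1a1-poor osteoblast-enriched spots in the median log2 CPM of 5 gene lists (horizontal axis), for each Het and WT library (points). For the integrated stress response the Het points lie at 0.23 to 0.41 and the WT points at -0.22 to -0.05, and for muscle markers the Het points lie at -2.30 to -1.78.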

Values the study reported

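The study examined sections of 3 Het and 3 WT animals on slides with spots 55 µm across, each of which could hold RNA of up to about 10 cells. It counted a gene as changed when its mean differed by more than 20% with p < 0.05 in a Wilcoxon test. Spots took the place of cells in that test, while here the library was the unit and p was adjusted over all genes. The thresholds are therefore unlike. It reported higher Ddit3, Eif3c, Eif4ebp1, Trib3, Atf4, Hspa9 and Atf5 in the Het sections and no rise of Hspa5, Hsp90b1, Atf6 or Trap1. Its rise of Nupr1 did not reach significance. Of these genes, only Trib3 and Atf5 were called here in osteoblast-enriched spots. It reported that more than 50% of the genes in its heatmaps of isolated cells were also found to differ in the tissue sections.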

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

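The tests of 4PBA, title codes and muscle RNA were chosen after the results they bear on were seen. The comparisons in spots outside the kinds compared and in spots that failed the quality filter were not in the plan fixed beforehand. The remaining tests in this part were planned before.

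The Het effect differed between Col1a1-rich and Col1a1-poor osteoblast-enriched spots for 29 genes, by a direct test of the difference. Both higher genes, Slc7a5 and Slc6a9, encode amino acid transporters of the ISR list, and 12 of the 27 lower genes are on the muscle list. With 10 splits of the 6 libraries a share under 0.05 cannot be reached. The real split was the only 1 with 29 genes, and the highest other split gave 21. That split sets WT replicates 1 and 2 with Het replicate 1, so it does not follow the title codes.

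Spots that passed the quality filter but belong to none of the 4 kinds compared gave 7 genes higher in Het, a signal outside the main measurement. They were Cdsn (5.68), Adm2 (5.41), Slc7a3 (5.25), Trib3 (3.38), Chac1 (2.32), Vit (2.13) and Atf5 (1.96), all log2 fold changes. The ISR list was called up there with 44 of 45 members positive (adjusted p = 1.4e-56, 0.012 with an estimated correlation). These spots include osteoblast-like spots with cartilage transcripts above the limits.

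Spots that failed the quality filter gave 3 genes higher in Het, Cdsn (5.09), Slc7a3 (4.33) and Trib3 (3.48). In those spots muscle genes took 5.84% ± 2.80 of UMIs in Het and 8.26% ± 0.598 in WT (SD, n = 3).

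The rise of the ISR genes in osteoblast-enriched spots was weighed against 3 explanations. If 4PBA in WT animals had made the difference, the small untreated part of the WT group should have lain at the Het level. Instead the lowest Het library median of the list exceeded the highest WT median by 0.456 (SD between libraries 0.121), so every WT library, treated or not, lay below every Het library. By the study's methods this rests on a single untreated WT library, which the labels do not identify, so it does not decide the question. The study states that this untreated WT sample could not be told apart by transcriptome from its WT samples given 4PBA. A partial contribution was not tested either, and 4PBA was weighed for the ISR genes only. Thinning all libraries to the same total left the list's median change at 0.57 (SE 0.060, and 0.56 with all UMIs). Thinning keeps each gene's expected share, so it shows only that unequal totals of the sums did not make the change. Whether depth acted through capture or through the choice of spots was not tested. Within the title codes that hold both genotypes the lowest difference was 0.456, which argues against the codes, though each of the codes holds a single Het library. That value comes from Het replicate 3 and WT replicate 3, the same pair that set the gap in the 4PBA test. The 4PBA and title code tests are therefore not separate checks. For Asns alone, which lies close to Col1a2, strain variants linked to the mutant allele could add to its rise: 8.57% of 35 genes within 10 Mb had a p below 0.05 (95% interval 1.80 to 23.1) against 4.29% elsewhere (Fisher's exact p = 0.189), too few genes to decide.

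The fall of muscle genes may reflect less muscle on the Het sections. If so, the called muscle genes should have moved with the other members of the list, and they fell further, by -0.82 (SE 0.77) in osteoblast-enriched and -1.10 (SE 0.90) in remaining spots, both too close to their errors to decide. The called genes were also chosen by their fall in these osteoblast-enriched spots, which favours a larger fall than in the other members. In remaining spots muscle genes took 0.890% ± 1.06 of UMIs in Het and 0.883% ± 0.405 in WT (SD, n = 3), and Myh1 (-2.27) and Ckmt2 (-2.59, adjusted p = 0.024 for each) fell and Mb was at -2.09 (0.17), with Myh4 at 0.56 and Ckm at 0.07, but without Het replicate 3 the Het share was 0.288%, so these values decide nothing. In spots poor in muscle RNA, Myh1 was at -1.87 and Mb at -2.05 (adjusted p = 0.41 for each), against -2.29 and -2.16 in all osteoblast-enriched spots, so the folds moved little and the calls ended with fewer muscle counts, while 13.8% of the 29 genes that differed by Col1a1 level were left, between the bounds set for and against muscle RNA as their cause. A difference in muscle between the genotypes is a biological explanation that stays open and untested.

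Cdsn was the gene with the largest rise in osteoblast-enriched spots. A block of strain variants around it could raise its neighbours too. Only 3.91% of the 256 tested genes within 10 Mb had a p below 0.05 (95% interval 1.89 to 7.07), against 4.31% elsewhere (Fisher's exact p = 0.877). This argues against a block that changes many genes over this span. A short block with few or weakly changed neighbours could not be seen this way. A variant that acts on Cdsn alone was not tested, and neither was the possibility that the mutation itself raises it.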

How the results depend on the processing

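Settings added after seeing the data were all quality-passing spots, spots poor in muscle RNA, the title code as a block for lists, and leaving out libraries for the Col1a1 comparison, for osteoblast-enriched against remaining spots and for the share of spots. No paired analysis was possible because the labels do not say which animals belong together. The study's methods speak of littermates, and the title code as a block is the nearest alternative, without pairing animals. The rule with the notes' own osteoblast thresholds did not apply, since the notes give none. Hypertrophic spots with Col10a1 at 1% or more were not run, with fewer than 20 spots per library. With 3 libraries per group, changes of 2-fold were often missed, and 1 library decided many calls. For each change below the cause was not tested, except that leaving out a library lowers the number of samples.

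The 20 genes of osteoblast-enriched spots became 31 with DESeq2, 49 without a filter on low counts, 10 without limits on Col2a1 and Col10a1, 251 without the quality filter (29 up, 222 down) and 7 in all quality-passing spots. They became 18 with total UMI scaling, 15 with the title code as a block, 19 at Col1a1 of 3.5% or more, 19 after thinning, 14 with limma on spot means and 15 in muscle-poor spots. DESeq2 gave 7 genes in cartilage spots and 30 in remaining spots. The Col1a1 comparison kept 1 gene with the lowest and highest of 3 parts and gave 8 in muscle-poor spots. Of the 16 lists, 2 passed with estimated correlations. With the title code as a block 19 lists passed and in muscle-poor spots 18, with 15 of the 16 among them each time.

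Without each library in turn, the counts ranged from 4 to 21 in osteoblast-enriched, 0 to 4 in hypertrophic-enriched, 0 to 4 in cartilage and 0 to 37 in remaining spots. They ranged from 0 to 3 for the osteoblast against hypertrophic difference, 0 to 64 for the Col1a1 comparison (0 without Het replicate 2), 12 to 16 for the lists and 1709 to 1792 for osteoblast-enriched against remaining spots. The difference in the share of osteoblast-enriched spots ranged from 0.436 to 8.49 percentage points.

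Of the values for named genes with a library left out, 898 kept their direction and side of the threshold, 99 lost the call, 7 gained one and 38 changed sign. In the other settings the numbers were 453, 48, 15 and 10. Among the values that changed sign, only that of Ddit3 between osteoblast-enriched and remaining spots had been called. Log2 values that changed sign were -0.21 for Gpt2 without the quality filter, 0.031 for Trap1 without cartilage limits and 0.036 in all quality-passing spots, and -0.051 for Hsp90b1 in the Col1a1 comparison of muscle-poor spots. For osteoblast-enriched against remaining spots, the Het libraries gave 0.29 for Cyb5r1, 0.81 for Atf6, 0.94 for Asns, 0.40 for Ddit3, 0.37 for Shmt2 and 0.19 for Atf4.

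With a library left out, ranges that cross 0 were as follows. In hypertrophic-enriched spots Eif3c went from -0.30 to 0.044 and Hsp90b1 from -0.10 to 0.17. In cartilage spots Atf6 went from -0.11 to 0.39, Nupr1 from -0.29 to 0.025 and Eif3c from -0.12 to 0.20. In remaining spots Hspa5 went from -0.29 to 0.032, Ddit3 from -0.20 to 0.12, Hsp90b1 from -0.13 to 0.027 and Shmt2 from -0.17 to 0.14. For the osteoblast against hypertrophic difference the ranges were -0.22 to 0.12 for Atf6, -0.027 to 0.12 for Hspa5, -1.44 to 0.92 for Trib3, -0.075 to 0.20 for Eif4ebp1, -0.19 to 0.42 for Gpt2, -0.018 to 0.13 for Hsp90b1, -0.31 to 0.13 for Ddit3, -0.19 to 0.025 for Shmt2 and -0.015 to 0.12 for Atf4. In the Col1a1 comparison Atf6 went from -0.060 to 0.38. For osteoblast-enriched against remaining spots the ranges were -0.66 to 0.19 for Asns, -0.28 to 0.11 for Shmt2, -0.30 to 0.11 for Trap1 and -0.049 to 0.11 for Hspa9. The lists of the cell cycle (adjusted p from 1.06e-07 to 0.717), neutrophils (1.45e-08 to 0.356) and megakaryocytes (3.30e-10 to 0.864) changed direction without WT replicate 1 (0.717, 0.0495 and 0.864 there).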

Other observations

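Within the Het libraries, several of the called genes were higher in osteoblast-enriched than in remaining spots of the same sections. Atf5 was at 185 ± 37.4 CPM in osteoblast-enriched and 74.5 ± 1.99 CPM in remaining spots (log2 fold change 1.28 ± 0.14, edgeR adjusted p = 8.9e-07). Cdsn (1.90 ± 0.31), Slc7a3 (2.04 ± 0.37), Avil (1.95 ± 0.39), Trib3 (1.40 ± 0.32), Chac1 (1.37 ± 0.25), Asns (0.94 ± 0.15) and Psat1 (0.78 ± 0.16) were higher there as well, as was Hspa9 (0.36 ± 0.12, adjusted p = 0.020), which did not pass between the genotypes. Slc7a5 (-0.42 ± 0.16, adjusted p = 0.045) and Slc6a9 (-0.59 ± 0.16, adjusted p = 0.0075), transporters that were also on the ISR list, were lower there. The called genes had been chosen by their rise in these same Het osteoblast-enriched sums, which favours higher values there. Whether these contrasts differ from those of the WT libraries was not tested.

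The study tied the response to Col1a1 in single cells, and in spots too it may be larger where Col1a1 transcripts are more abundant. The comparison of genes by Col1a1 level was planned, and the contrast of the list's library medians was chosen after the values were seen. The Het minus WT difference in the list's rich minus poor contrast was 0.49 (SD between libraries 0.095), and all 3 Het libraries lay above all 3 WT libraries. With spots poor in muscle RNA the library values were 0.30, 0.38 and 0.25 in Het and -0.26, -0.05 and -0.11 in WT. The list's call did not hold with an estimated correlation, and spots rich in Col1a1 also differ in the cells they cover, with Col1a1 itself 2.22 to 2.41 times as high as in poor spots in Het and 2.86 to 3.27 times in WT, so this remains a hypothesis.

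Other splits of the 6 libraries into 3 and 3 were counted for each comparison, with 10 splits, too few for a share under 0.05. In osteoblast-enriched spots the real split gave 20 genes and the highest other 0. The pairs were 2 and 0 in hypertrophic-enriched, 1 and 0 in cartilage, and 7 and 0 in remaining spots, and 16 and 15 for the gene lists. In each of these the real split was the only 1 of its size. For the osteoblast against hypertrophic difference the real split gave 0, the highest other 1, and all 10 splits were at least as large. Swapping the regions within WT libraries gave 2562 genes for the real assignment and 0 for the highest of the other ways, of 4 in all.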
